A study of Mus musculus with 12 samples.

How the data were processed

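The series measured messenger RNA in primary mouse hepatocytes, the main cell type of the liver, kept in culture. The 12 libraries fall into 4 groups of 3. Control cells received no treatment. The FAC group received FAC alone, an abbreviation that the labels do not spell out. The other groups were given a scavenger of reactive oxygen species (ROS) on day 2 of culture and then FAC. Liproxstatin-1 (Lip-1) is described in the labels as a scavenger of lipid ROS and Mito-TEMPO (MT) as a scavenger of mitochondrial ROS. No group received a scavenger without FAC. Groups and replicate numbers were taken from the sample titles.

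Per the labels' protocols, total RNA was extracted with an on-column DNase step, cDNA was made with the SMART-Seq v4 kit, libraries were made with Nextera XT, and paired-end reads were sequenced on a NovaSeq instrument. SMART-Seq v4 amplifies full-length cDNA by PCR from an oligo-dT primer, so that low-abundance transcripts and short transcripts can be measured with less precision. No molecular identifiers are mentioned in the labels, so reads are not independent molecules. The deposited files hold raw counts of reads per gene, whole numbers that were not normalized, in the layout written by the STAR aligner. The aligner version, genome build and annotation are not stated. Each file has 4 columns. The unstranded column was used, because the library type is unstranded and the share of reads on either strand was close to equal. The other 2 count columns were used only as an alternative, summed.

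Each file lists 55487 gene identifiers, of which 55227 were found in the GENCODE M21 annotation of the mouse genome build GRCm38. Names, biotypes, coordinates, transcript lengths and GC contents come from that annotation. The 260 identifiers without a match held 0.0021% of the counts. The lines for unmapped, multimapping, no-feature and ambiguous reads name no gene and stayed out of library sizes and tests. Reads assigned to genes made up 75.8% to 81.2% of the reads listed per library, so that these lines held the rest. Reads that map to several places are not counted towards any gene in this layout, so that counts of genes with near-identical copies are too low.

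Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and dispersions were estimated robustly over all 12 libraries with 4 group means and no covariate. P-values are two-sided and were adjusted by Benjamini-Hochberg over the 13535 genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was derived from the fold change and its F statistic. Normalized counts are CPM, counts scaled to the library size after TMM. The 18 gene sets were written by hand from general knowledge and tested with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset inter-gene correlation of 0.01, adjusted over 72 tests in 4 comparisons. The set tests of the pretreated groups against control were adjusted over 36 tests. The set p-values with offsets for GC content and length were adjusted over 108 tests in all 6 comparisons, whereas the ranges over alternatives and the numbers of sets called refer to the 72 tests. The rotation test fry and camera with an estimated correlation were run beside it. The share of mitochondrially encoded counts was compared by exact two-sided permutation tests, whose smallest possible p is 0.1 for 3 against 3 libraries.

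The extent to which a pretreatment opposed the FAC response was measured among the genes called in FAC against control. Both comparisons use the FAC libraries, which produces opposition by chance. Therefore 100 data sets were simulated in which the pretreated libraries were drawn at the FAC means, and 30 in which all groups were drawn at the control means. The tests were checked on simulated data. With 200 genes changed by a log2 fold change of 1 in FAC against control, run on 13298 genes, 70.5% were recovered and 3.42% of the calls were false.

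The groups, tests, gene sets, most of the alternatives and the rule for naming genes were fixed before the data were examined. For each of 4 comparisons the rule names the 4 largest rises and the 4 largest falls among called protein-coding genes with a mean CPM of at least 5 and no overlap between the groups. It adds 24 genes listed for iron handling, ferroptosis (cell death through iron-dependent lipid peroxidation) and stress responses. The largest member of a gene set could also be named. Near-identical copies of named genes were searched among the annotated transcripts with blastn 2.17.0+ at an identity of at least 95%, or 97% for mitochondrial genes. No genome sequence was used here, so copies without an annotation were not searched.

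Alternatives changed the scaling (RLE, upper quartile), the filter on low counts, the test (DESeq2 1.42.0), the libraries in the fit, the depth (thinning), the counting columns, the set test and the threshold. Others left out the mitochondrially encoded genes, added the replicate number as a block, left out each library in turn, or removed each library's trend on GC content and transcript length by offsets in the edgeR model.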

Results

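RNA sequencing was used to measure how FAC changes the transcriptome of cultured mouse hepatocytes, and how far a scavenger of lipid ROS or of mitochondrial ROS alters that response. The libraries comprised 3 replicates each of control cells, FAC-treated cells, cells pretreated with liproxstatin-1 before FAC (Lip-1+FAC) and cells pretreated with Mito-TEMPO before FAC (MT+FAC). Gene-assigned counts ranged from 22991598 to 31683376 per library, apart from FAC replicate 2, which held 52529278. The file of that library is marked as combined, and what was combined is not stated. Between 18244 and 20979 genes had at least a read in a library, the highest number being in that deepest library. The 13535 genes tested held 99.9% of the gene-assigned counts. The common biological coefficient of variation was 9.71%, and TMM factors lay between 0.989 and 1.01.

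Replicates of a group correlated with Pearson coefficients of 0.986 to 0.991 across genes, which are not independent replicates. Their counts differed by more than counting error in every pair, with a chi-square per degree of freedom between 8.23 and 22.2. This measure treats reads as independent and covers counting error only, so it does not tell separate cultures from separate amplifications of the same RNA. The first principal component of log2 CPM carried 36.1% of the variance and placed the FAC libraries between -46.81 and -38.11 and the pretreated libraries between 15.37 and 30.72. Control libraries lay between them, from -8.87 to 4.31. The second component carried 18.8% and separated control libraries, at 28.22 to 36.95, from all FAC-treated libraries, which lay below 0.

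**Figure D1:**
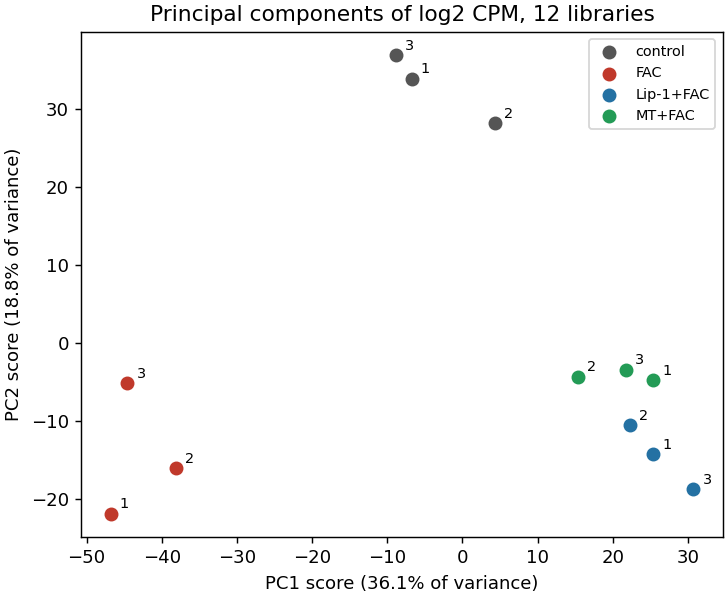
Scores of the 12 libraries on the first and second principal components of log2 CPM, coloured by group and numbered by replicate. The axes give the share of variance, 36.1% and 18.8%, and the 3 FAC libraries lie at the left, below -38 on the first component.

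The effect of FAC was measured by comparing FAC-treated with control cells. The edgeR test called 4960 genes at an adjusted p under 0.05, of which 2373 were higher and 2587 lower in FAC. An absolute log2 fold change of at least 1 was reached by 760 of them, 379 higher and 381 lower. The libraries of the groups did not overlap for 46.2% of the genes tested, where chance gives 10%. The alternative that moved the number of calls most, apart from that size threshold and fits that left out a library, was a filter at a mean CPM of 5, with 4264 genes.

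The largest rise among the genes eligible for naming was that of Hmox1 (heme oxygenase 1, ENSMUSG00000005413, GRCm38 chromosome 8, 75093621 to 75100589). Its normalized count was 298 ± 37.7 CPM in control and 2559.8 ± 48.7 CPM in FAC (SD, n = 3), a log2 fold change of 3.10 (SE 0.094, edgeR adjusted p = 7.2e-12). Dusp4 rose by 2.68 (SE 0.178), Areg by 2.34 (SE 0.12) and Sphk1 by 2.39 (SE 0.212) on the log2 scale. Of Sphk1, 4% of the exonic bases overlap another gene. The largest fall was that of Neu3 (ENSMUSG00000035239, chromosome 7, 99811439 to 99828417), from 18.3 ± 2.06 to 2.13 ± 0.301 CPM (SD, n = 3). Its log2 fold change was -3.08 (SE 0.159, edgeR adjusted p = 2.5e-10). Zfp970, Aldh8a1 and G0s2 changed by -2.69 (SE 0.161), -2.55 (SE 0.106) and -2.42 (SE 0.206). All 8 genes had edgeR adjusted p-values of at most 1.55e-07.

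Of the 24 genes listed beforehand, 23 had enough counts to be tested. Ptgs2 did not, with at most 21 counts in a library. FAC changed 18 of the 23 over all genes tested and 18 adjusted over the list alone. Among iron-handling genes, Tfrc (transferrin receptor, ENSMUSG00000022797, chromosome 16, 32608920 to 32632794) changed by -1.42 (SE 0.116, edgeR adjusted p = 7.63e-08). Slc40a1 (the iron exporter ferroportin, ENSMUSG00000025993, chromosome 1, 45908068 to 45926523) rose by 1.12 (SE 0.0539, edgeR adjusted p = 1.12e-10). Fth1 rose by 0.49 (SE 0.0705). Ftl1 was not called, and its counts are uncertain because a copy, Ftl1-ps1, is 99.6% identical to it. Hamp, which encodes hepcidin, changed by -0.82 (SE 0.235, edgeR adjusted p = 0.0184) and was no longer called without control replicate 3, at -0.62, without FAC replicate 1, or with only the compared libraries in the fit, at -0.80 each.

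The cystine transporter gene Slc7a11 (ENSMUSG00000027737, chromosome 3, 49892526 to 50443614) rose by 1.96 (SE 0.0894, edgeR adjusted p = 9.13e-11). Srxn1, Txnrd1, Gclc and Gclm rose by 0.83, 0.71, 0.62 and 0.61 on the log2 scale. Nqo1 rose by 0.43 (SE 0.121) and lost its call without control replicate 1, at 0.28. The stress-response genes Atf3, Ddit3 (ENSMUSG00000025408), Chac1, Gdf15 and Trib3 rose by 1.03, 1.07, 0.87, 0.78 and 0.45. Of the exonic bases of Ddit3, 10.9% overlap other genes, and its rise was 0.56 with the stranded columns summed. The rise of Gdf15 was 0.52 without FAC replicate 2. Gpx4, Acsl4, Sod2 and Fgf21 were not called, with log2 fold changes of -0.10, 0.10, -0.04 and -0.80. Gpx4 has an annotated pseudogene copy, Gpx4-ps2, at 99.7% identity.

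Of the 18 gene sets, 11 were called in FAC against control by camera, 7 upward and 4 downward. Of these, 10 were also called by fry, and camera with an estimated correlation called 1 set. NRF2 targets (genes of the antioxidant regulator NRF2) had a median log2 fold change of 0.46, with 29 of 36 members higher (camera adjusted p = 4.6e-08). The median was 0.34 for targets of the integrated stress response, -0.29 for fatty acid oxidation and ketogenesis, -0.27 for cholesterol biosynthesis and 0.29 for dedifferentiation and cytoskeleton. For the glycolysis set it was 0.24, a call that fry did not make and that was lost without control replicate 2 (0.18) or without FAC replicate 3 (0.15). Mitochondrially encoded mRNAs and nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) were not called. The OXPHOS subunits were called lower without control replicate 2, with a median of -0.17, and without FAC replicate 3, with -0.16. The iron-handling set was not called either, its members going both ways, with 6 called higher and 11 called lower.

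Pretreatment with liproxstatin-1 was examined by comparing Lip-1+FAC with FAC. The edgeR test called 5397 genes, 2804 higher and 2593 lower with liproxstatin-1, and 1115 of them reached an absolute log2 fold change of 1. The largest rises were in Scd2, by 2.70 (SE 0.107), Cyp2c38, by 2.52 (SE 0.241), Serpind1, by 2.39 (SE 0.146), and Slc22a27, by 2.33 (SE 0.186). The value of Slc22a27 is uncertain because Slc22a29 is 96.8% identical to it. Scd2 (ENSMUSG00000025203, chromosome 19, 44293674 to 44306864) stood at 6.12 ± 0.44 CPM in FAC and 40.03 ± 1.06 CPM in Lip-1+FAC (SD, n = 3). The largest falls were in Thbs1, at -3.43 (SE 0.311), Hk1, at -3.28 (SE 0.246), Pgf, at -3.02 (SE 0.186), and Akap12, at -3.01 (SE 0.226). These 8 rises and falls rank largest only among the genes eligible for naming. The edgeR adjusted p-values of these 8 genes were at most 1.96e-05.

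Among the listed genes, 19 were called over all genes and 21 adjusted over the list alone. Slc7a11, already raised by FAC, rose by a further 1.09 (SE 0.0812), Srxn1 by 1.11 (SE 0.0543) and Nqo1 by 1.42 (SE 0.114). Hmox1 fell, with a log2 fold change of -0.79 (SE 0.0871), and Hamp fell further, with -2.12 (SE 0.265). Chac1, Gdf15, Ddit3 and Atf3 changed by -0.72, -0.84, -0.48 and -0.46. Gdf15 stood at -0.52 with the offsets for GC content and length, and Ddit3 at -0.26 with the stranded columns summed. Tfrc was not called, at -0.28 (SE 0.119), although it was called without FAC replicate 3, at -0.40, without Lip-1+FAC replicate 3, at -0.38, and with the offsets for GC content and length, at -0.42. Slc40a1 changed by 0.18, a call lost under those offsets and without FAC replicate 3. Gpx4 rose by 0.23 (SE 0.0668), which was not called without Lip-1+FAC replicate 1, at 0.18, and was 0.62 with the offsets.

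Camera called 11 sets in Lip-1+FAC against FAC, 4 upward and 7 downward, of which fry called 10. With an estimated correlation camera called 0, with 4 sets at an unadjusted p under 0.05. Cholesterol biosynthesis had a median log2 fold change of 0.71 with 24 of 25 members higher (camera adjusted p = 3.4e-13), and NRF2 targets of 0.41 with 29 of 36 members higher. Glycolysis changed by -0.87, dedifferentiation and cytoskeleton by -0.77 and mitochondrially encoded mRNAs by -0.73 in the median. The hepatocyte identity set did not rise, with a median of -0.19, and was called by fry but not by camera. Against control its median was -0.53 in Lip-1+FAC and -0.53 in MT+FAC, beside -0.13 in FAC. The fall of the dedifferentiation set therefore does not show a return of hepatocyte identity. The median of nuclear-encoded OXPHOS subunits was -0.23, a call that was not made by fry, nor with the offsets, nor without FAC replicate 3 (-0.14) or Lip-1+FAC replicate 3 (-0.07).

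Pretreatment with Mito-TEMPO was examined in the same way. In MT+FAC against FAC, 5541 genes were called by edgeR, 2875 higher and 2666 lower, with 1007 at an absolute log2 fold change of at least 1. The largest rises were in Cyp2c38, by 2.27 (SE 0.24), Slc22a27, by 2.25 (SE 0.186), Zfp970, by 2.21 (SE 0.16), and Serpind1, by 2.20 (SE 0.146). The largest falls were in Defb1, at -2.59 (SE 0.191), Igfbp1, at -2.57 (SE 0.17), Ptger4, at -2.54 (SE 0.282), and Hk1, at -2.45 (SE 0.228). Of the exonic bases of Ptger4, 16.5% overlap other genes, and with the stranded columns summed its log2 fold change was -0.95, a smaller fall than those of the other named genes. These 8 rises and falls rank largest only among the genes eligible for naming. The edgeR adjusted p-values of these 8 genes were at most 4.13e-05. Of the listed genes, 15 were called over all genes and 16 adjusted over the list alone. Slc7a11, Srxn1 and Nqo1 rose by 0.49 (SE 0.0811), 0.68 (SE 0.0539) and 1.11 (SE 0.114). Hmox1 and Hamp changed by -1.02 (SE 0.0874) and -1.75 (SE 0.256), and Tfrc by -0.48 (SE 0.119). Slc40a1 was not called, at 0.01 (SE 0.0532).

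In this comparison camera called 9 sets, 3 upward and 6 downward, of which fry called 8. With an estimated correlation 0 sets were called, with 1 at an unadjusted p under 0.05. Mitochondrially encoded mRNAs had a median of -1.12, with all 10 tested members lower (camera adjusted p = 2e-06). Glycolysis changed by -0.67, cholesterol biosynthesis by 0.39 and NRF2 targets by 0.22 in the median. Nuclear-encoded OXPHOS subunits had a median of -0.34, a call that fry did not make, and of -0.09 with the offsets for GC content and length.

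**Figure D2:**
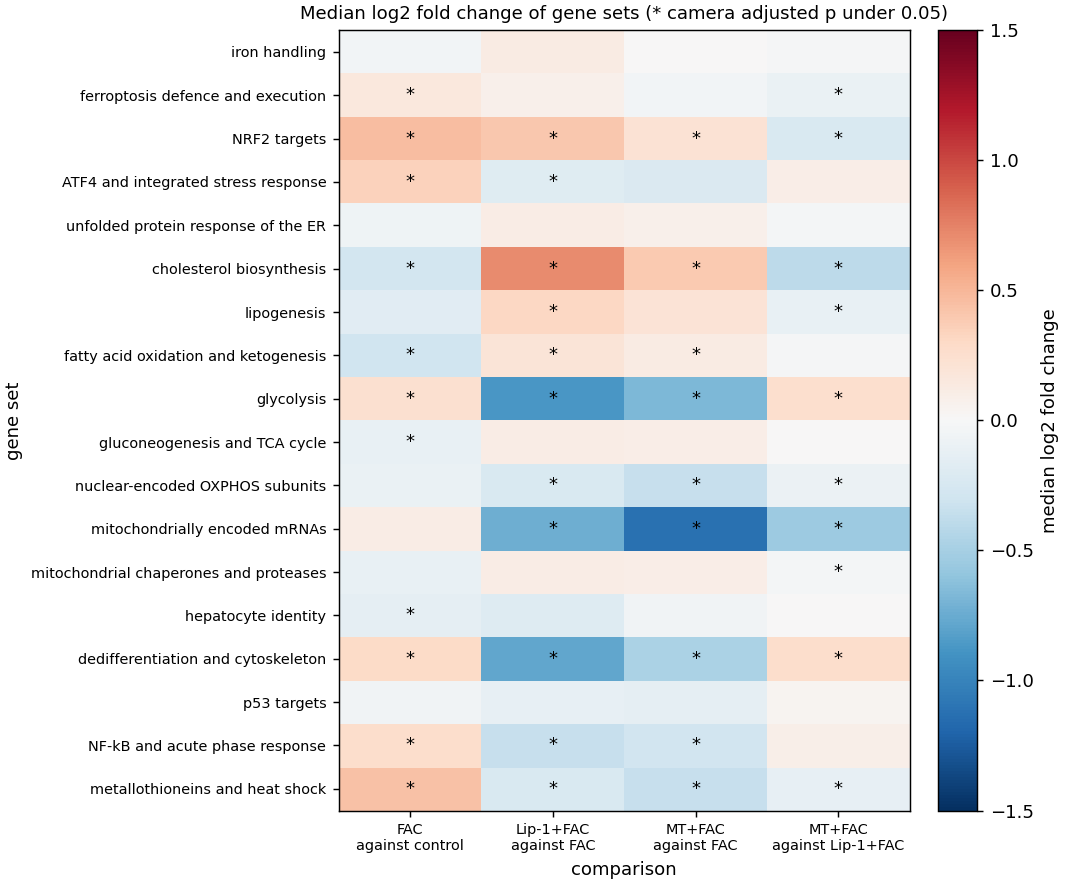
Median log2 fold change of each of the 18 gene sets (colour, from blue for lower to red for higher) in 4 comparisons, with an asterisk where the camera adjusted p was under 0.05. Cholesterol biosynthesis stands at -0.27 in FAC against control and at 0.71 and 0.39 in the pretreated groups against FAC.

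The extent to which pretreatment opposed the FAC response was measured over the 4960 genes called in FAC against control. With liproxstatin-1, 86.4% of them moved in the opposite direction. Simulated libraries without any effect of pretreatment gave 58.6% on average and at most 61.2%. The slope of the liproxstatin-1 effect on the FAC effect was -0.71, against -0.07 in the simulations. The opposite movement was itself called for 2793 genes, while 178 were moved further in the direction of FAC. With Mito-TEMPO 92.7% moved in the opposite direction, against at most 60.5% in the simulations, and the slope was -0.76. Here 3272 genes were called in the opposite direction and 58 further in the direction of FAC. Across all genes tested, which are not independent, the effects of the pretreatments correlated with r = 0.88. Libraries simulated without an effect gave 0.485 on average, because the FAC libraries are shared. Both comparisons called 4303 genes, 4298 of them with the same sign. The simulations gave 0 shared calls of the same sign in each of 100 runs. Drawn without an effect, they had at most 2 opposed calls per comparison. This 0 therefore does not show how many shared calls unrelated effects would give. The simulations also drew genes independently and held no technical shift common to the FAC libraries. Such a shift would produce opposition in both comparisons and a correlation between them. The FAC libraries did differ in the share of reads on no gene, 3.50% against 2.66% in Lip-1+FAC and 2.69% in MT+FAC. Apart from trends on GC content and transcript length, a shift of this kind was not tested.

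**Figure D3:**
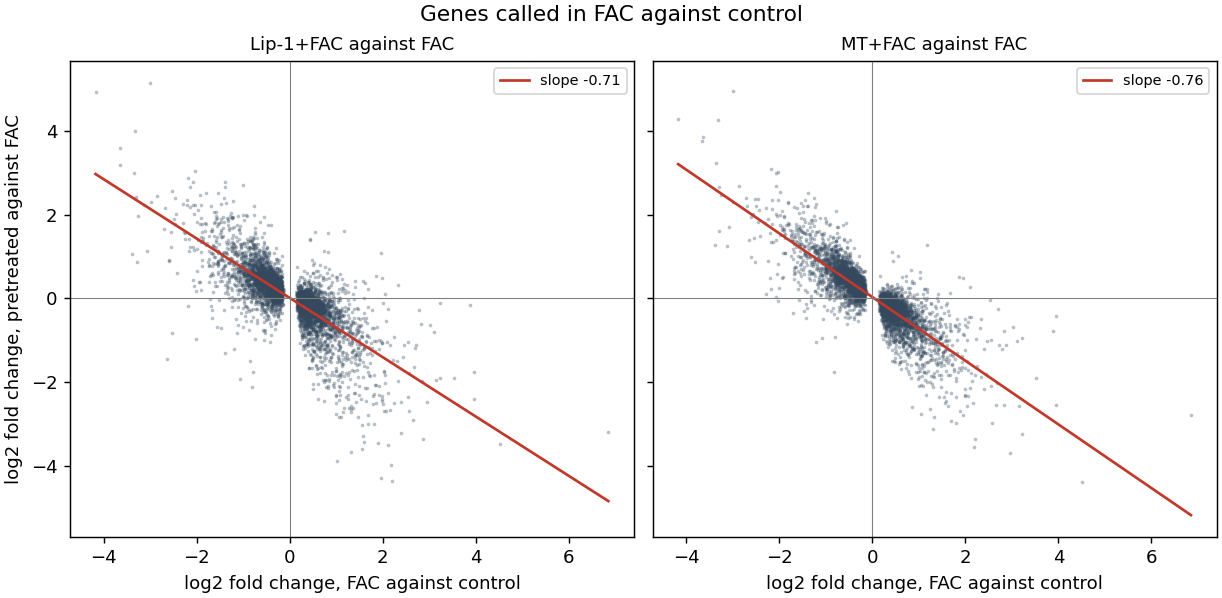
Log2 fold change of pretreated against FAC cells (vertical axis) over that of FAC against control (horizontal axis), each point a gene among the 4960 called in FAC against control. The fitted lines have slopes of -0.71 for liproxstatin-1 (left) and -0.76 for Mito-TEMPO (right).

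Whether the pretreatments differed was tested by comparing MT+FAC with Lip-1+FAC. The edgeR test called 182 genes, 63 higher and 119 lower with Mito-TEMPO, with 1795 at an unadjusted p under 0.05. Of the calls, 11 reached an absolute log2 fold change of 1. This number depended on the method, with 437 calls by DESeq2 and 477 without the filter on low counts. The share of calls that were higher was 34.6%, and 46.7% under upper-quartile scaling. Leaving out a library gave 74 to 156 calls, the lowest number being without MT+FAC replicate 3, and a share of higher calls from 17.1% without Lip-1+FAC replicate 1 to 51.3% without MT+FAC replicate 1. The largest rises were in Emp1, by 1.75 (SE 0.208), Cyp2s1, by 1.08 (SE 0.243), Hivep3, by 0.99 (SE 0.14), and Atoh8, by 0.90 (SE 0.135). The largest falls were in mt-Nd1, at -0.86 (SE 0.119), Stk10, at -0.80 (SE 0.169), Scd2, at -0.79 (SE 0.097), and Insig1, at -0.77 (SE 0.0661, edgeR adjusted p = 1.23e-05). These rises and falls rank largest only among the genes eligible for naming. The edgeR adjusted p-values were 0.0472 for Cyp2s1 and 0.0246 for Stk10. Cyp2s1 lost its call in 4 and Stk10 in 5 of the 6 fits that each left out a library, and Cyp2s1 also with the offsets for GC content and length.

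Among the listed genes, Slc7a11, Srxn1, Gclm and Txnrd1 were called, all lower with Mito-TEMPO than with liproxstatin-1, by log2 fold changes of -0.60, -0.43, -0.28 and -0.27. Adjusted over the list alone, 11 were called. Txnrd1 lost its call in 5 of the 6 fits that each left out a library. Of the sets, 10 were called by camera, 2 upward and 8 downward, of which fry called 7 and camera with an estimated correlation called 2. The latter were cholesterol biosynthesis, with a median of -0.40 and 24 of 25 members lower, and NRF2 targets, with a median of -0.23 and all 36 members lower. Mitochondrially encoded mRNAs had a median of -0.55 and nuclear-encoded OXPHOS subunits of -0.09, calls that fry did not make. The former median was -0.22 among genes with a mean CPM of at least 5 and -0.29 without Lip-1+FAC replicate 1. The OXPHOS call depended on Lip-1+FAC replicate 1, without which the median was -0.004.

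Pretreated cells were also compared with control cells, a comparison in which FAC and scavenger change together. Lip-1+FAC differed from control in 4089 genes, 2081 higher and 2008 lower, and MT+FAC in 2684 genes, 1314 higher and 1370 lower. Of the genes called in FAC against control, 34.1% were still called against control with the same sign in Lip-1+FAC and 21.8% in MT+FAC. A further 478 and 320 were called with the opposite sign. Genes that were not called in FAC against control but were called here numbered 1918 and 1284. These comparisons share the control libraries. Across genes, the FAC effect correlated with the difference from control at r = 0.30 in Lip-1+FAC and r = 0.30 in MT+FAC. Groups simulated at the control means, FAC included, gave 0.506 and 0.512. These simulations held no FAC effect, so they do not give the correlation that shared control libraries produce beside a real FAC response. Whether 0.30 exceeds that correlation was not tested.

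Slc7a11 stood at 13.3 ± 1.37 CPM in control, 51.9 ± 3.2 in FAC, 110.03 ± 4.33 in Lip-1+FAC and 72.6 ± 7.1 CPM in MT+FAC (SD, n = 3). Slc40a1 remained above control in both pretreated groups, by 1.30 (SE 0.0541) and 1.13 (SE 0.0539), and Tfrc remained below it, at -1.71 (SE 0.118) and -1.91 (SE 0.119). Hamp was below control in both, at -2.94 (SE 0.266) and -2.57 (SE 0.258). Gpx4 differed from control by 0.12 and 0.02 and was not called in either. With the offsets for GC content and length it was called higher in both, by 0.46 and 0.32, and lower in FAC than in control, by a log2 fold change of -0.16.

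**Figure D4:**
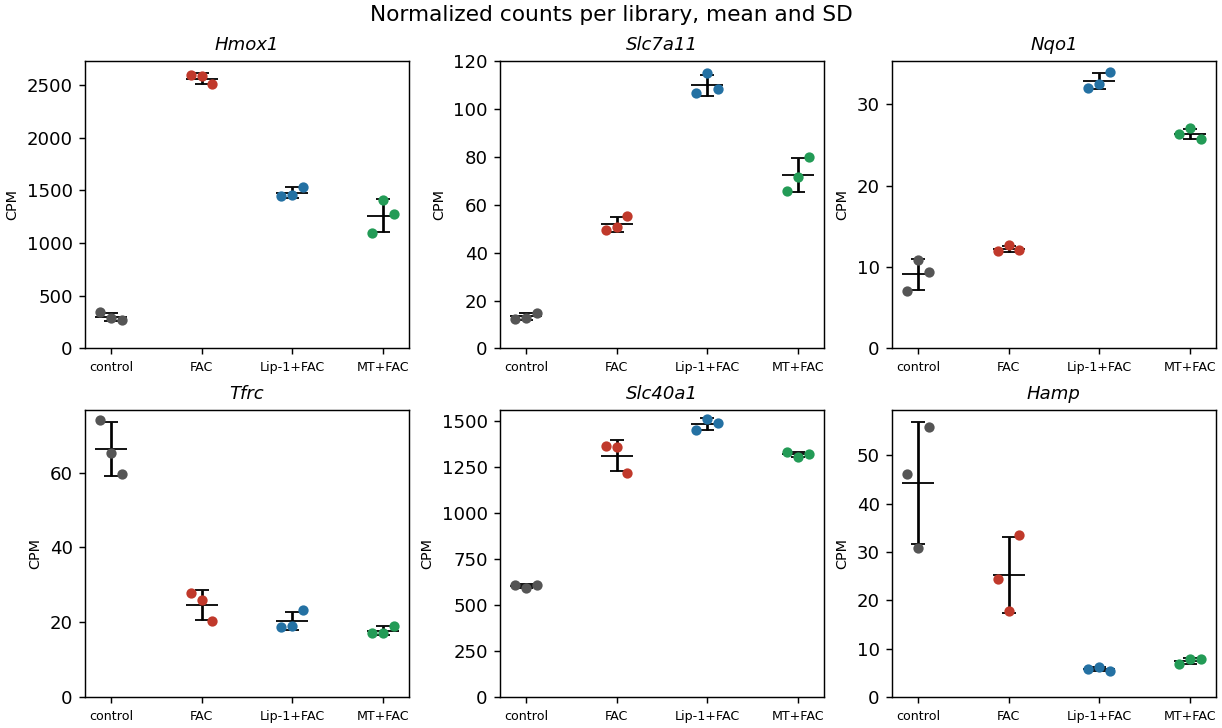
Normalized counts (CPM, vertical axis from 0) of 6 genes in each library of the 4 groups, with the group mean and SD as bars. Slc7a11 and Nqo1 are highest in Lip-1+FAC, Tfrc is lower in all FAC-treated groups than in control, and Hamp is lowest in the pretreated groups.

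The share of gene-assigned counts from mitochondrially encoded genes was 1.09 ± 0.13% in control, 1.20 ± 0.0459% in FAC, 0.752 ± 0.0414% in Lip-1+FAC and 0.683 ± 0.0386% in MT+FAC (SD, n = 3). FAC and control overlapped (exact two-sided permutation p = 0.2). The pretreated groups lay below FAC and below control without overlap (exact permutation p = 0.1 each, the smallest the design allows). The counts of mt-Co2, mt-Atp6 and mt-Co3 are uncertain, because nuclear copies identical over nearly their full length are annotated on chromosome 1, and no group exceeded 4.83 CPM for these genes.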

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

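The tests of other splits of the libraries, of GC content and transcript length, of a common pretreatment effect and of sequencing depth were chosen only after the results were seen, whereas those of genomic DNA, unspliced or nuclear RNA and transcription past gene ends were chosen before theirs.

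A difference between groups was seen between the pretreatments, whose effects were set against each other in a single test. MT+FAC and Lip-1+FAC differed in 182 genes by edgeR, although their effects against FAC correlated with r = 0.88. Leaving out a library gave 74 to 156 calls, the fewest without MT+FAC replicate 3. Of the 10 splits of these 6 libraries, 1, the real one, gave as many genes. The others called 0, with up to 1063 genes at an unadjusted p under 0.05. With 10 splits, a share under 0.1 cannot be reached, so the splits alone decide nothing here. The libraries of these groups did not overlap for 19.8% of the genes, where chance gives 10% on average. Trends on GC content and transcript length are excluded as the whole cause, since 80.2% of the 182 calls were also made with offsets that remove them. Another candidate explanation is that the scavengers exert a common effect to different degrees. For 79.1% of the 182 genes, compared with 57.2% of all genes, the difference ran against the liproxstatin-1 effect. Of the 182 genes, 97 had a smaller Mito-TEMPO effect of the same sign, 38 a larger one and 47 effects of opposite sign. For the 97, a weaker common effect cannot be told apart from separate effects, because the Lip-1+FAC libraries enter both values and produce such opposition by themselves. It is excluded as the whole cause, since 28 genes with both effects called against FAC had a larger Mito-TEMPO effect (23) or effects of opposite sign (5), where up to 9.1 false calls are expected among the 182. A difference between scavenging lipid ROS and mitochondrial ROS stays open as a biological explanation. Doses were not compared here.

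A signal in data outside the comparisons was the share of uniquely mapped reads that lie on no annotated gene. It was 2.78 ± 0.199% in control, 3.50 ± 0.115% in FAC (3.501%), 2.66 ± 0.118% in Lip-1+FAC and 2.69 ± 0.0743% in MT+FAC (SD, n = 3), and every FAC library lay above every other library. The greater depth of FAC replicate 2 is excluded as the cause, since FAC replicates 1 and 3 stood at 3.491% and 3.391%, above the highest control library at 2.987%. Other explanations were tested on reads from non-coding genes with low counts, grouped by their position. Genomic DNA would raise those more than 50 kb from any expressed gene. Their ratio of FAC to control was 1.30, but the FAC libraries spread widely around their mean, with an SD of 105 on 246, and overlapped with control (exact permutation p = 0.5). Against the pretreated groups these reads did separate, with ratios of 1.68 and 1.56, the lowest FAC library at 171 and the highest pretreated library at 168. Unspliced or nuclear RNA would raise those inside expressed genes, whose ratio was 1.37, without overlap between FAC and control (exact permutation p = 0.1, the smallest possible).

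Set against the distant genes, however, the reads inside expressed genes did not separate FAC from control, with ratios of 0.684 to 1.25 in FAC and 0.767 to 0.987 in control. All 6 pretreated libraries lay above the highest control library, with up to 1.36, although their share of reads on no gene was not raised. Genes within 10 kb downstream of an expressed gene had a ratio of 1.16, with overlap (exact permutation p = 0.4), beside 0.999 for those upstream. The lowest FAC library lay above the highest pretreated library for genes inside expressed genes (209.7 against 191) and downstream of them (29.1 against 28.1), but not upstream (16.8 against 18.1). Thus genomic DNA, unspliced or nuclear RNA and transcription past gene ends cannot be told apart as sources of these reads, the number of libraries being too low and the distant class too variable. Of 9 long non-coding RNAs known to be retained in the nucleus, 7 were higher in FAC than in control, with a median log2 fold change of 0.37. The edgeR test called Neat1 (1.67) and Kcnq1ot1 (0.47) higher and Tug1 (-0.35) lower, and Malat1 reached 1.00 (adjusted p = 0.0506). In Lip-1+FAC and in MT+FAC, 6 of the 9 were also above control, although their share of reads on no gene was not raised. Neat1 was called above control in both (0.80 and 0.92). Against FAC, Neat1 (-0.87 and -0.75) and Malat1 (-1.25 and -1.36) were called lower in both, and Tug1 (0.82 and 0.59) higher. An effect of FAC on nuclear RNA or on transcription may be involved and was not tested further.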

How the results depend on the processing

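The offsets for GC content and transcript length were chosen only after the results were seen for the counts of gene sets and the opposed shares, and were planned for the gene counts.

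The numbers of genes called in the comparisons with FAC or control stayed within 1.5 times under every alternative other than the size threshold. Apart from the fits that left out a library, given further on, they ranged from 4264 to 5369 for FAC against control, 4478 to 5937 for Lip-1+FAC against FAC, 4683 to 6035 for MT+FAC against FAC, 3605 to 4389 for Lip-1+FAC against control and 2373 to 3099 for MT+FAC against control. Requiring an absolute log2 fold change of at least 1 left 760, 1115, 1007, 11, 553 and 266 genes in FAC against control, Lip-1+FAC against FAC, MT+FAC against FAC, MT+FAC against Lip-1+FAC, Lip-1+FAC against control and MT+FAC against control, by construction.

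The comparison of MT+FAC with Lip-1+FAC moved most, from 182 calls to 477 without the filter on low counts, 437 by DESeq2 and 312 with only the compared libraries in the fit. Of the 182 genes, 179, 179 and 168 were among these. The cause was not tested. The share of calls higher in MT+FAC was 34.6%, against 46.7% with upper-quartile scaling, 49.7% without the filter, 44.6% by DESeq2, 28.9% with thinned libraries and 81.8% of the 11 calls with an absolute log2 fold change of at least 1. It ranged from 17.1% without Lip-1+FAC replicate 1 to 51.3% without MT+FAC replicate 1, so that the balance of directions depends on these choices.

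Among gene sets, fry called 17 sets in Lip-1+FAC against FAC and 15 in MT+FAC against FAC, compared with 11 and 9 by camera. In FAC against control fry called 13 and camera 11. The order was reversed in MT+FAC against Lip-1+FAC, with 7 by fry and 10 by camera. Fry asks whether a set changes at all, and camera whether it changes more than other genes. Camera with an estimated correlation called 1 set in FAC against control, 0 in Lip-1+FAC against FAC, 0 in MT+FAC against FAC and 2 in MT+FAC against Lip-1+FAC, with 4, 4, 1 and 4 sets at an unadjusted p under 0.05. The number of sets called by camera therefore depends on the preset correlation. With the offsets, 10, 9, 7 and 10 sets were called. The shares of FAC-called genes moved in the opposite direction were 87.6% for liproxstatin-1 and 93.4% for Mito-TEMPO with the offsets, and at most 92.5% and 96.1% under the alternatives, in the latter case among genes with an absolute log2 fold change of at least 1.

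As a share of uniquely mapped reads, the mitochondrially encoded counts differed by -0.398 points in Lip-1+FAC against FAC and by -0.462 points in MT+FAC against FAC, compared with -0.45 and -0.519 points of gene-assigned counts. The denominator is larger by construction.

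Across the fits that each left out a library, calls ranged from 4048 to 4803 for FAC against control, 4566 to 4990 for Lip-1+FAC against FAC, 4488 to 5112 for MT+FAC against FAC, 74 to 156 for MT+FAC against Lip-1+FAC, 3233 to 3876 for Lip-1+FAC against control and 1794 to 2830 for MT+FAC against control. The lowest numbers in the last 3 came without MT+FAC replicate 3, Lip-1+FAC replicate 3 and control replicate 1. The difference in mitochondrially encoded share between FAC and control was 0.108 points, 0.0376 without control replicate 2 and 0.166 without control replicate 1. The opposed shares ranged from 84.8% to 88.2% and from 90.9% to 94.1%. The set of nuclear-encoded OXPHOS subunits in MT+FAC against Lip-1+FAC changed direction in the camera test without Lip-1+FAC replicate 1, where its median was -0.00396 (adjusted p = 0.983). Its median ranged to -0.226 without Lip-1+FAC replicate 3, and its adjusted p over all alternatives from 2.69e-10 to 0.983.

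Sod2 in Lip-1+FAC against control reversed from 0.17 to -0.02 (-0.01949) with the offsets and to -0.02 (-0.017943) with the replicate block and the offsets, and was not called in either. The cause was not tested. Among named genes, 1014 results of fits that left out a library included 957 on the same side of the threshold, 49 that lost their call and 8 that gained one. With the offsets 153 of 169 gene results stayed, 7 were lost, 8 gained and 1 reversed, and with DESeq2 166 stayed. Of 432 gene set results without a library, 400 stayed, 22 were lost, 9 gained and 1 reversed.

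The labels number the replicates 1 to 3 in every group. Deviations of same-numbered libraries from their group means correlated between -0.249 and 0.164 in 18 pairs, of which 3 exceeded 0.1. No pairing by number was thus seen. The labels do not state whether same-numbered libraries share an animal or preparation, so such pairing is not ruled out. With the number as a replicate block, 4863, 5278, 5488, 193, 3961 and 2553 genes were called in FAC against control, Lip-1+FAC against FAC, MT+FAC against FAC, MT+FAC against Lip-1+FAC, Lip-1+FAC against control and MT+FAC against control.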

Other observations

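All tests of explanations in this part were chosen only after the results were seen.

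For each comparison the number of calls was set against those of other splits of its 6 libraries. In FAC against control 1 of the 10 splits, the real one, gave as many genes as the 4960 called. The same held, with 1 of 10 splits, for Lip-1+FAC against FAC, MT+FAC against FAC, Lip-1+FAC against control and MT+FAC against control. The other splits called 0 genes each, with at most 1133, 813, 636, 1232 and 991 genes at an unadjusted p under 0.05. As 10 splits allow no share under 0.1, the splits alone decide nothing here. The libraries of the groups did not overlap for 46.2%, 50.8%, 52.9%, 43.3% and 38.2% of the genes tested, where chance gives 10% on average, over genes that are not independent.

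Mitochondrially encoded mRNAs were lower in both pretreated groups than in FAC and in control. With offsets for GC content and transcript length, the camera adjusted p was 9.12e-06 in Lip-1+FAC against FAC, 5.21e-07 in MT+FAC against FAC, 1.5e-05 in Lip-1+FAC against control and 2.52e-09 in MT+FAC against control, with medians of -0.64, -0.98, -0.50 and -0.89. Over the alternatives, the adjusted p against FAC went up to 0.268 and 0.238, with an estimated correlation. These trends are therefore excluded as the whole cause. Reads lost to nuclear copies are excluded as well. The 5 mitochondrial genes without a near-identical annotated copy had a median log2 fold change of -0.54 in Lip-1+FAC against control and -0.93 in MT+FAC against control, and all 5 were called lower in both. Copies without an annotation were not searched. A single dominant gene does not account for the fall, since without mt-Co1, which held 52.4% of the mitochondrial counts, the highest share in a pretreated library, 0.406%, remained below the lowest of the other libraries, 0.458%. It may be that scavenging ROS lowers mitochondrial transcripts. No group received a scavenger without FAC, so an action of the scavenger by itself was not tested.

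Nuclear-encoded OXPHOS subunits have short transcripts, with a median length of 1141 nt against 3136 nt for the genes tested, and fold changes of pretreated against control cells rose with transcript length (Spearman 0.310 for Lip-1+FAC and 0.333 for MT+FAC, over genes that are not independent). Against FAC the correlations with length were lower, 0.167 and 0.151, beside -0.207 and -0.106 with GC content. With the offsets, the fall in Lip-1+FAC against FAC was no longer seen (median -0.06, camera adjusted p = 0.628), as a length or GC trend would have it. Over all alternatives of that result, the adjusted p lay between 0.000105 and 0.671. For MT+FAC against FAC the camera adjusted p was 0.0457 with a median of -0.09, and for Lip-1+FAC against control 0.0126 with -0.15, while fry gave 0.184 and 0.162. In these comparisons a real fall cannot be told apart from the trend, because the set tests differ. In MT+FAC against control the median went from -0.44 to -0.22, with a camera adjusted p of 7.85e-07 and a fry adjusted p of 0.0256. The trend removed by the offsets therefore does not account for the whole fall. Short protein-coding genes, however, fell more in this comparison than short genes of all biotypes. In the shortest length class the medians were -0.67 and -0.41, and in the next -0.34 and -0.30. Both were -0.12 in the class that holds 1141 nt. The offsets may thus correct short protein-coding genes too little, so a length trend as the whole cause is not excluded. A fall of these subunits with Mito-TEMPO relative to control is a hypothesis.

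Cholesterol biosynthesis genes were lower in FAC than in control and higher in Lip-1+FAC than in either. If liproxstatin-1 had merely undone the FAC effect, the set would lie near control, but its median was 0.50 above control, with 23 of 25 members higher (camera adjusted p = 1.3e-09). This p rests on the preset correlation, as camera with an estimated correlation was not run against control. In Lip-1+FAC against FAC that version gave this set an adjusted p of 0.0958. With the offsets for GC content and length the median was 0.52, so those trends are excluded as the whole cause too. In MT+FAC against control the median was 0.13 (camera adjusted p = 0.1), and the difference between the pretreatments was tested directly, with a median of -0.40. An action of liproxstatin-1 on sterol synthesis that is separate from the FAC response may contribute. Without a group given liproxstatin-1 by itself, this was not tested.

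NRF2 targets rose further with liproxstatin-1, whereas most genes raised by FAC fell. The other 2350 genes raised by FAC had a median of -0.28 in Lip-1+FAC against FAC, with 408 higher, while 18 of the 23 NRF2 targets raised by FAC were higher. A general rise of FAC-raised genes is thereby excluded. The median of the set was 0.37 with the offsets for GC content and length, which excludes these trends as the whole cause. The split was not particular to liproxstatin-1. In MT+FAC against FAC, 16 of the 23 NRF2 targets raised by FAC were higher, with a median of 0.09. Of the other 2350 genes, 201 were higher, with a median of -0.33. Activation of NRF2 by the scavengers themselves is a possible explanation and was not tested.

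Hamp, Id1, Id3 and Bambi, targets of BMP-SMAD signalling, were called lower in both pretreated groups than in FAC. In a list of 9 such targets, of which 8 were tested, the median was -0.83 in Lip-1+FAC and -0.31 in MT+FAC against FAC. The larger fry p of these comparisons was 0.0223 with the offsets and 0.0298 without Hamp, while all members without offsets gave 0.000161 in Lip-1+FAC and 0.00792 in MT+FAC against FAC. Smad9 and Id2 went the other way in both without being called, and FAC against control had a median of -0.48. Bambi differed from the other 3, since FAC raised it by 1.04 (edgeR adjusted p = 0.00562) and neither pretreated group differed from control by a call (-0.38 and -0.06), so that its fall is a return to control. All 4 genes were also called lower in both groups with the offsets, so these trends are excluded as the whole cause, and the fall of Id1 and Id3 excludes Hamp alone. A lower BMP-SMAD signal may underlie the fall of Hamp. This is a hypothesis, as the list was drawn up after some of its members had been seen.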
